# Exploring the effects of Hippo signaling pathway on rumen epithelial proliferation

**DOI:** 10.1186/s12917-024-04067-y

**Published:** 2024-05-10

**Authors:** Bin Yang, Zebang Xu, Yilang Qin, Ying Peng, Yang Luo, Jiakun Wang

**Keywords:** Rumen epithelium, Hippo signaling pathway, Proliferation, Development

## Abstract

**Background:**

The current understanding to the mechanism of rumen development is limited. We hypothesized that the Hippo signaling pathway controlled the proliferation of rumen epithelium (RE) during postnatal development. In the present study, we firstly tested the changes of the Hippo signaling pathway in the RE during an early growing period from d5 to d25, and then we expanded the time range to the whole preweaning period (d10-38) and one week post weaning (d45). An in vitro experiment was also carried out to verify the function of Hippo signaling pathway during RE cell proliferation.

**Results:**

In the RE of lambs from d5 to d25, the expression of baculoviral IAP repeat containing (*BIRC3*/*5*) was increased, while the expressions of large tumor suppressor kinase 2 (*LATS2*), TEA domain transcription factor 3 (*TEAD3*), axin 1 (*AXIN1*), and MYC proto-oncogene (*MYC*) were decreased with rumen growth. From d10 to d38, the RE expressions of *BIRC3*/*5* were increased, while the expressions of *LATS2* and *MYC* were decreased, which were similar with the changes in RE from d5 to d25. From d38 to d45, different changes were observed, with the expressions of *LATS1*/*2*, MOB kinase activator 1B (*MOB1B*), and *TEAD1* increased, while the expressions of *MST1* and *BIRC5* decreased. Correlation analysis showed that during the preweaning period, the RE expressions of *BIRC3*/*5* were positively correlated with rumen development variables, while *LAST2* was negatively correlated with rumen development variables. The in vitro experiment validated the changes of *LATS2* and *BIRC3*/*5* in the proliferating RE cells, which supported their roles in RE proliferation during preweaning period.

**Conclusions:**

Our results suggest that the *LATS2*-*YAP1*-*BIRC3*/*5* axis participates in the RE cell proliferation and promotes rumen growth during the preweaning period.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12917-024-04067-y.

## Background

Promoting the healthy growth of ruminants is important to meet the increasing demand of the world’s population for high-quality animal protein. Rumen is the unique organ of ruminants, which is a large fermentation chamber that constitutes 80% of the total stomach volume [1]. It digests forage to produce volatile fatty acids (VFAs), which provide the animal host with 70% of its daily energy [2]. While in the neonates, the rumen is undeveloped and only constitutes less than 25% of the total stomach volume [1]. Improving rumen development can enhance the slaughter performance and milk yield of dairy calves [3, 4]. However, the current understanding to the mechanism of rumen development is still limited, which remains a barrier to achieving such improvement.

Attempts have been made to uncover the pathways and endogenous factors involved in rumen growth. It was reported that the PI3K-Akt [5], IGF-1 [6], MAPK, Jak-STAT, Ras [7], Hippo, Wnt, and thyroid hormone signaling pathways [8], as well as PPARα, PPARδ, and pirinixic acid [9] might be involved in the proliferation of rumen epithelium (RE). While most of these results were generated by transcriptomics and needed further validation. Among these pathways, the Hippo signaling pathway is a negative master controller of organ size and tissue regeneration by limiting cell growth [10, 11]. In the mammals, the Hippo kinase cascade contains STe20-like kinases (*MST1*/*2*) and large tumor suppressor kinases (*LATS1*/*2*) [12]. The output of the LATS-mediated phosphorylation pathway is the Yes1-associated transcriptional regulator (*YAP1*) and the WW domain-containing transcription regulator 1 (*TAZ*), which participate in various biological processes [13]. The modulators of the Hippo kinase include Salvador family WW domain-containing protein 1 (*SAV1*) and MOB kinase activator 1A/B (*MOB1A*/*B*), which regulate the dimerization of LATS [14]. Changes in each Hippo kinase and its modulators can regulate cell proliferation, cell differentiation, and tissue regeneration under different conditions [15–17]. While it is not clear whether the Hippo signaling pathway controls the RE proliferation during postnatal development.

The cultured RE cell serves as a critical and high-value tool to reveal the key players in RE cell proliferation, inflammation, and metabolic function [18, 19]. By utilizing the in vitro RE cell model, the functions of G protein-coupled receptor 41 (*GPR41*) and the PIK3-AKT-mTOR pathway [20], period circadian regulator 2 (*PER2*) [18], and insulin-like growth factor-binding proteins (*IGFBP2*/*3*/*6*) [21] in RE cell proliferation have been confirmed. Thus, it provides us with an appropriate in vitro model to validate the relationship between the Hippo signaling pathway and RE cell proliferation. Resveratrol is a nutritional additive for ruminants that can modify rumen fermentation, decrease methane production, and promote animal health [22, 23]. Resveratrol is also a modulator of the Hippo signaling pathway. It can suppress the Hippo signaling pathway and activate YAP by inhibiting *MST1* in cardiomyocytes to ameliorate myocardial ischemia/reperfusion [24], or by inhibiting *LATS1*/*2* in bone marrow mesenchymal stem cells to reverse the impaired osteogenic differentiation [25]. Verteporfin is a disruptor of *YAP*/*TAZ*-*TEAD* mediated transcription that used to inhibit the effect of Hippo signaling pathway [26, 27]. Thus, the resveratrol and verteporfin could be proper tools for studying the function of Hippo signaling pathway in vitro.

We hypothesized that the Hippo kinases and the associated modulators played roles in RE cell proliferation from pre- to postweaning period. According to the change of rumen weight from d10 to d66 lambs in our previous study, d24 is the beginning for fast growth of rumen [28]. From d24 to d38, the weight of the rumen increased from 32.82 g to 158.74 g in a span of two weeks, resulting in a growth rate of 9.00 g/d. While before d24, the rumen is small and maintains a low growth rate of 1.46 g/d from d10 to d24 [28]. Thus, in the present study, we first tested the changes of genes related to the Hippo signaling pathway in the RE during a transition from a low growth rate state (d5) to a high growth rate state (d25). Then, the changes of Hippo signaling pathway in the RE from pre- (d10 and d38) to postweaning period (d45) and their relationships with rumen growth were also analyzed. At last, an in vitro experiment of RE cells treated with resveratrol and verteporfin was carried out to verify the function of Hippo signaling pathway during RE cell proliferation. We aimed to investigate whether the Hippo signaling pathway can regulate rumen growth during development.

## Results

### Transcriptomic expressions of Hippo signaling pathway related genes in the RE of d5-25 lambs

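RNA sequencing of the rumen epithelium (RE) of 3 lambs at d5, with 1 library per lamb, gives the d5 part of the comparison across ages; the d15 and d25 libraries were not analysed here. At d5, 13051 genes (48.2% of those listed) reached 1 CPM (count over the library total, scaled as in the methods) in each of the 3 lambs, and 7768 genes had 0 counts in all of them. The 3 lambs had nearly the same expression profile, with a Pearson r of 0.993 across genes between each pair on the log2(CPM + 1) scale; genes are not independent replicates. Each pair still differed by more than the sampling noise, with a chi-square per degree of freedom of 20.2 to 27.8. It was taken over genes with at least 10 counts in both libraries, where counting error alone gives a value near 1. Separate lambs are bound to exceed that value, so that it only describes their spread. The total counts of these lambs were 15393591, 13041697 and 14981877.
The values are raw counts per gene as the authors deposited them. By the submitters' notes, epithelium of the ventral sac was separated from the muscle before RNA extraction. These notes name CASAVA 1.8, which makes reads from the sequencer's output, and TopHat2 2.0.13, a spliced aligner. The counting program, the genome build, the annotation and the strand setting are not given in the sources used here. The table names genes by Ensembl identifier only. None of these identifiers could be paired with a symbol through the RefSeq sheep gene table (0 matched), so that the levels of *LATS2*, *BIRC5*, *TEAD3*, *AXIN1*, *MYC* and the other Hippo signaling pathway related genes at d5 are not reported here. The number of genes at 1 CPM or more was set by the threshold, with 10530 genes at 5 CPM or more in each lamb and 13584 genes with at least 10 counts in each.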

From d5 to d25, for the Hippo kinases, the mRNA expression of *LATS2* was significantly decreased (*P* ≤ 0.05, Fig. 1A). For the downstream genes, the mRNA expression of baculoviral IAP repeat containing 5 (*BIRC5*) was significantly increased, while the TEA domain transcription factor 3 (*TEAD3*), axin 1 (*AXIN1*), and MYC proto-oncogene (*MYC*) were significantly decreased (*P* ≤ 0.05, Fig. 1A). Other genes did not show a significant change with increasing age (*P* > 0.05). While the amphiregulin (*AREG*), baculoviral IAP repeat containing 3 (*BIRC3*), FOS-like antigen 1 (*FOSL1*), and integrin subunit beta 2 (*ITGB2*) showed a tendency to increase, and *MOB1B*, *YAP1*, cyclin D3 (*CCND3*), GLI family zinc finger 2 (*GLI2*), naked cuticle homolog 1 (*NKD1*), and SRY-box transcription factor 2 (*SOX2*) showed a tendency to decrease from d5 to d25 (0.05 < *P* ≤ 0.10, Fig. 1A).

**Fig. 1:**
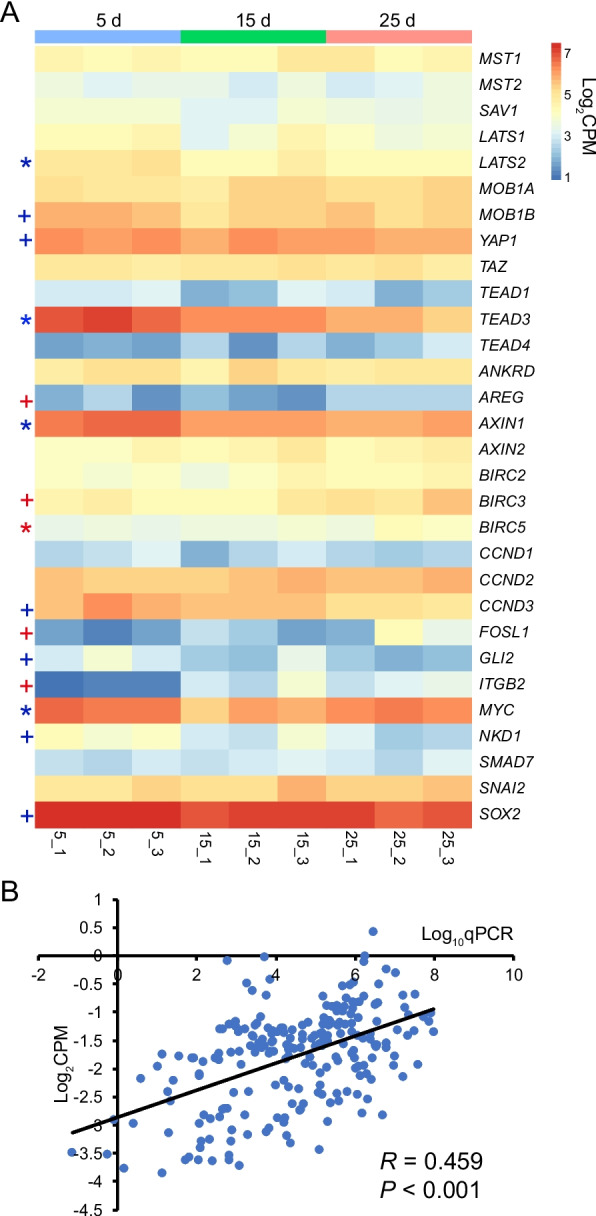
Expressions of the Hippo signaling pathway related genes in the rumen epithelium of lambs from d10 to 25. (**A**) Heatmap shows the transcriptomic expressions of the Hippo signaling pathway related genes. The significance of age effect is marked with * (represents *P* ≤ 0.05) and + (represents 0.05 < *P* ≤ 0.10). * and + in red and blue represent increase and decrease, respectively. (**B**) Correlation between the expression levels of genes related to the Hippo signaling pathway generated by RNA sequencing and quantitative PCR

According to the qPCR analysis, only *AXIN1* showed a significant decrease from d5 to d25 (*P* ≤ 0.05, Table 1), which was consistent with the gene expression observed through RNA sequencing. The correlation between the gene expression data from RNA sequencing and qPCR showed a significant positive relationship (*P* < 0.001) with a coefficient of 0.459 (Fig. 1B). This suggests consistent results between the two methods.

**Table 1:** The relative gene expression of genes validated by quantitative PCR in the rumen epithelium of d5-d25 lambs

Gene	Day of age			SEM	*P*-value
	5	15	25		
*MST2*	0.21	0.03	0.04	0.037	0.113
*SAV1*	0.51	0.06	0.06	0.099	0.066
*LATS1* (E-2)	4.39	2.29	4.02	0.467	0.066
*LATS2* (E-2)	0.26	0.66	1.51	0.474	0.875
*MOB1A*	0.13	0.08	0.10	0.014	0.148
*MOB1B*	0.41	0.03	0.03	0.084	0.066
*YAP1*	0.99	0.06	0.02	0.290	0.733
*TAZ* (E-2)	2.26	2.12	1.54	0.378	0.733
*TEAD1*	0.29	0.02	0.03	0.088	0.202
*TEAD3*	0.11	0.03	0.03	0.020	0.061
*AREG* (E-3)	4.17	3.18	7.37	1.412	0.393
*AXIN1* (E-2)	2.92	0.99	0.27	0.489	0.027
*AXIN2* (E-3)	2.74	2.92	3.43	0.626	0.875
*BIRC2* (E-2)	3.87	2.03	2.86	0.423	0.288
*BIRC3* (E-2)	2.22	2.49	4.90	0.621	0.301
*BIRC5* (E-2)	2.68	2.16	3.51	0.582	0.301
*CCND2*	0.20	0.18	0.14	0.029	0.733
*CCND3*	0.12	0.03	0.04	0.018	0.061
*GLI2* (E-2)	1.01	1.10	0.04	0.322	0.066
*ITGB2* (E-4)	6.21	4.30	4.77	1.126	0.733
*MYC*	0.36	0.38	0.10	0.110	0.875
*NKD1* (E-2)	2.14	1.02	0.18	0.397	0.113
*SMAD7* (E-3)	0.72	1.25	0.48	0.202	0.393
*SNAI2* (E-2)	4.25	4.90	1.64	0.873	0.252
*SOX2*	0.07	0.11	0.04	0.021	0.393

### Hippo signaling pathway in the RE of lambs from pre- to postweaning period

To analyze whether the changes in the Hippo signaling pathway and its related genes observed in d5-25 were consistent during other periods of rumen development, we further expanded the age range of the lambs from pre- (d10 and 38) to postweaning period (d45). Compared to d10, the mRNA expressions of *BIRC3*/*5* were significantly increased at d38, while the mRNA expressions of *LATS2* and *MYC* were significantly decreased at d38 (*P* ≤ 0.05, Fig. 2). Other genes did not show significant changes, while *MST1* and *TEAD4* exhibited increasing trends (0.05 < *P* ≤ 0.10, Fig. 2). Compared to d38, the mRNA expressions of *LATS1*/*2*, *MOB1B*, and *TEAD1* were significantly increased at d45, while the mRNA expressions of *MST1* and *BIRC5* were significantly decreased at d45 (*P* ≤ 0.05, Fig. 2). The *YAP1* showed an increasing trend from d38 to 45 (0.05 < *P* ≤ 0.10, Fig. 2).

**Fig. 2:**
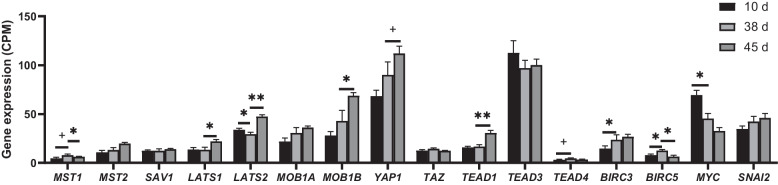
Expressions of the Hippo signaling pathway related genes in rumen epithelium of lambs from d10 to 45. ** represents *P* ≤ 0.01, * represents *P* ≤ 0.05, and + represents 0.05 < *P* ≤ 0.10

### Relationship between Hippo signaling pathway and rumen growth

From d10 to d45, positive correlations were observed between *SAV1* and ventral sac papillae width, between *MOB1A* and ventral sac papillae length and width, between *MOB1B* and rumen weight, between *YAP1* and ventral sac papillae width, and between *BIRC3* and rumen weight, ventral sac papillae length and width, and right-side papillae width (*P* ≤ 0.05, Fig. 3A). When we focused solely on the preweaning period from d10 to d38, we observed positive correlations between *MST2* and ventral sac papillae width, between *MOB1B* and ventral sac papillae length and width, between *TAZ* and rumen weight, between *BIRC3* and rumen weight, left-side papillae length, ventral sac papillae length and width, and between *BIRC5* and ventral sac papillae width (*P* ≤ 0.05, Fig. 3B). Negative correlations were observed between *LATS2* and rumen weight, papillae length of left, right, and ventral sac, and papillae width of left and ventral sac (*P* ≤ 0.05, Fig. 3B).

**Fig. 3:**
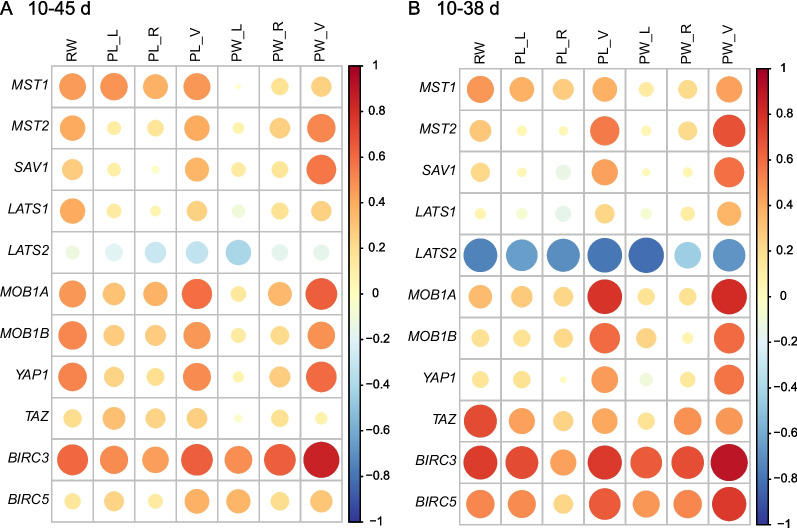
Spearman’s correlation between the Hippo signaling pathway related genes and rumen development variables. The color and dot size represent the correlation coefficient. Red represents a positive correlation, and blue represents a negative correlation; a larger dot size represents a stronger correlation, and a smaller dot size represents a weaker correlation. RW, rumen weight; PL, rumen papillae length; PW, rumen papillae width; L, left side; R, right side; V, ventral sac

### Validation of the changes of Hippo signaling pathway related genes in proliferating RE cells

By treating with different concentration of resveratrol, we identified that 12.5 and 25 μmol/L resveratrol had no impact on RE cell proliferation, while 50, 100, and 200 μmol/L resveratrol showed significant stimulation to cell proliferation (*P* ≤ 0.05, Fig. 4A). The cell proliferation significantly increased with the increasing concentration of resveratrol from 50 to 200 μmol/L (*P* ≤ 0.05, Fig. 4A). Then, we measured the mRNA expressions of genes related to the Hippo signaling pathway in RE cells treated with 200 μmol/L resveratrol (RES) or not (CON) (*P* ≤ 0.05, Fig. 5A). We observed that the mRNA expressions of *MST2* and *LATS2* were significantly decreased, while the expression of *YAP1* was significantly increased in resveratrol-treated RE cells compared to the CON (*P* ≤ 0.05, Fig. 5A). This suggested that the Hippo signaling pathway in RE cells was suppressed by resveratrol. For the downstream genes, the mRNA expressions of *BIRC3*/*5* and *MYC* were significantly increased in the resveratrol-treated RE cells (*P* ≤ 0.05, Fig. 5B).

**Fig. 4:**
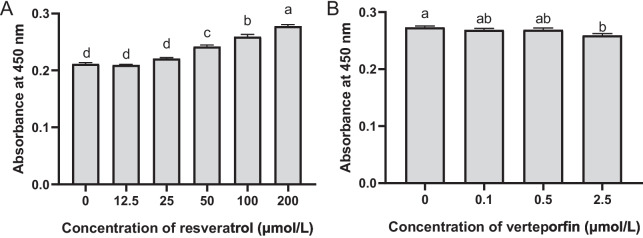
Rumen epithelial (RE) cell proliferation treated with resveratrol and verteporfin. (**A**) RE cell proliferation treated with different concentrations of resveratrol. (**B**) RE cell proliferation treated with different concentrations of verteporfin. Different lowercase letters (a-d) on the bar chart indicate significant differences (*P* ≤ 0.05)

**Fig. 5:**
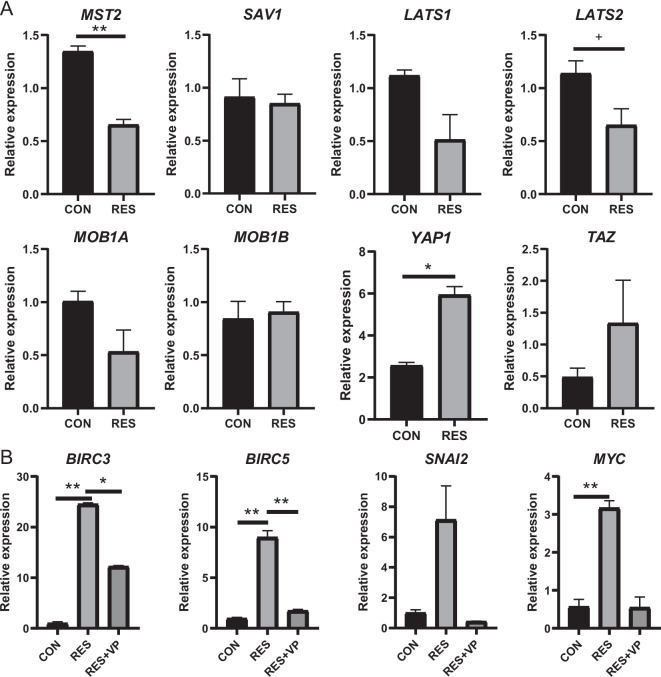
Expressions of the Hippo signaling pathway related genes in proliferating rumen epithelial (RE) cells. (**A**) Expressions of the Hippo signaling pathway members in the RE cells treated with resveratrol (RES) or not (CON). (**B**) Expressions of the Hippo signaling pathway downstream genes in the RE cells treated with resveratrol (RES), resveratrol and verteporfin (RES + VP), or not (CON). ** represents *P* ≤ 0.01, * represents *P* ≤ 0.05, and + represents 0.05 < *P* ≤ 0.10

We observed that RE cell proliferation was not affected when treated with 0.1 or 0.5 μmol/L verteporfin (Fig. 4B). While when the concentration of verteporfin increased to 2.5 μmol/L, the RE cell proliferation was significantly inhibited (*P* ≤ 0.05, Fig. 4B). By treating with 200 μmol/L resveratrol plus 2.5 μmol/L verteporfin, the mRNA expressions of *BIRC3*/*5* and *MYC* were significantly decreased in the RE cells compared to RES (*P* ≤ 0.05, Fig. 5B). These findings suggest that inhibiting the Hippo signaling pathway with resveratrol can stimulate RE cell proliferation, while disrupting the Hippo signaling pathway with verteporfin can inhibit RE cell proliferation.

## Discussion

It has been certified that the Hippo signaling pathway plays critical roles in the pregnancy recognition and establishment [29], as well as embryo development of ruminants [30, 31]. While it is not clear whether it participates in the gastrointestinal tract development of ruminants. The present study expanded knowledge of the Hippo signaling pathway in the proliferation of RE during rumen development, through both in vivo and in vitro experiments.

From the pre- (d5) to postweaning period (d45), the Hippo signaling pathway was expressed in the RE tissue, with some genes fluctuating during this period. These findings suggest that this pathway may play a role in the postnatal development of RE. During the preweaning period, the gene expression data from both d5-25 lambs and d10-38 lambs showed similar changes, including decreased expressions of *LATS2* and *MYC*, and increased expressions of *BIRC3*/*5*. The changes in *LATS2* and *BIRC3*/*5* were consistent in cultured RE cells treated with resveratrol. The decreased *LATS2* reduced the direct phosphorylation to *YAP1*, thus increased the nuclear localization of *YAP1* [32, 33]. With *YAP1* activation, *BIRC3*/*5* and *MYC* are the downstream targets of *YAP1* under specific conditions, such as in cystic kidney epithelium and colorectal cancer cells [34–36]. The *BIRC3*/*5* are upregulated in cancer tissues, leading to the promotion of cell proliferation [37, 38]. These results suggest that the Hippo signaling pathway regulates RE cell proliferation through decreased *LATS2* and increased *BIRC3*/*5* during the preweaning period. The significant correlation between rumen growth variables and the expressions of *LATS2* and *BIRC3*/*5* also supports the role of the *LATS2*-*BIRC3*/*5* axis in rumen growth. *MYC* plays multiple roles in cell growth and immune response by controlling the transcription of genes involved in proliferation, replication, apoptosis, differentiation, and metabolism [39–41]. Decreased *MYC* expression was reported in the submandibular gland of goats from 1 to 12 months of age to participate in the development of immune function [42]. Besides the Hippo signaling pathway, *MYC* is regulated by multiple signaling pathways such as Wnt, RTK, Notch, and TGF-β. Thus, the decreased *MYC* expression in RE during the preweaning period might be due to the regulation of different signaling pathways and involvement in multiple functions. The opposite change of *MYC* expression between growing RE tissue and proliferating RE cultured cells suggests that the in vitro model has limitations in accurately reflecting the complex in vivo changes.

Weaning stress is a significant challenge during ruminant growth, characterized by various physiological responses, including reduced feed intake, body weight loss, and diarrhea [43, 44]. Weaning stress halted the fast growth of the rumen [28]. During this period (from d38 to d45), the increased expressions of *LATS1*/*2* and *MOB1B* directly inhibited the activation of *YAP1* [32, 33], and then led to the decreased expression of *BIRC5*. The changes in *LATS2* and *BIRC5* after weaning also supported their roles in promoting rumen growth. The decreased expression of *MST1* contradicted with the increased expression of *LATS1*/*2*. Despite for the *MST1*-*LATS1*/*2*-*YAP1* axis, *MST1* can activate *Nur77* to regulate embryo-epithelium interaction [45], inhibit *Nrf2* to promote nasal epithelium inflammation [46], and associate with synaptotagmin-like protein 1 (*JFC1*) to regulate neutrophil transmigration through the vascular basement membrane [47]. Since weaning stress involves complex physical responses, the decreased expression of *MST1* might be related to other changes in RE rather than cell proliferation. While further study is needed to confirm the role of *MST1*. When focusing on both the pre- and postweaning periods, the expressions of *LATS2* and *BIRC5* were not correlated with rumen growth, which might be due to the complex regulatory networks in the RE during the weaning transition [9].

## Conclusion

In summary, our work expands the role of the Hippo signaling pathway in ruminants. The results suggest that the *LATS2*-*YAP1*-*BIRC3*/*5* axis participates in the RE cell proliferation and promotes rumen growth during the preweaning period. During the weaning transition, *LATS2* is increased to inhibit RE cell proliferation by decreasing *BIRC5*. While we failed to find specific antibodies for detecting the lamb LATS1/2 and YAP1 protein, the expression levels of these proteins were not validated in the present study. On the other hand, *MST1* of the Hippo signaling pathway might be involved in the regulation during weaning stress. Further studies investigating the function of *MST1* during the weaning transition should be conducted.

## Methods

### Rumen epithelial sample collection from d5-25 lambs

The RE samples used for the present study were collected from a previous animal experiment [48]. In brief, three healthy male Hu lambs at the ages of d5, d15, and d25 were selected from a commercial sheep farm and sacrificed for RE samples. The lambs were group raised with their mothers in wooden pens with a slotted floor. All lambs were raised on ewe’s milk. From d10 of age, lambs were supplemented with ad libitum starter pellets (49.73% corn, 26.82% soybean meal, 20.23% wheat bran, 0.64% NaCl, 1.58% calcium hydrogen phosphate, and 1.00% premix containing Fe, Zn, Cu, Mn, Co, I, Se, VA, VD and VE, dry matter). Before slaughter, each lamb was received an intramuscular injection of Lumianning (0.001 mL/ kg body weight; Hua Mu, Changchun, China) to minimize suffering during sacrifice [49]. After complete loss of consciousness, as indicated by lying down with tongue extension and salivation, the lambs were sacrificed for samples by exsanguination. After sacrifice, the RE tissue was isolated from ventral sac of the rumen wall and cut into three pieces with 1.5 × 1.5 cm^2^ each. Then, the RE samples were rinsed in pre-cooled sterilized PBS (4 °C, pH = 6.8), and snap-frozen in the liquid nitrogen until they were stored at − 80 °C for long-term preservation.

### Transcriptomic gene expressions in the rumen epithelium of d5-25 lambs

The RNA sequencing data of the RE tissue samples from d5, d15, and d25 lambs in this study were previously generated and can be accessed at the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) with the accession numbers GSE227043 and GSE200295. The normalized mRNA expressions were calculated as counts per million reads (CPM). 

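In the 3 d5 RE libraries, 1 CPM stood for 15.4, 13.0 and 15.0 counts in lambs 1, 2 and 3. A gene with 13 counts in lamb 2 had a CPM of 1.0, with an exact Poisson 95% interval of 0.53 to 1.7 CPM that covers counting error only, and a gene with 0 counts in that library could still be present at up to 0.23 CPM (3 counts). Of the genes with a count in every lamb, 13673 had a mean of 1 CPM or more, with a median of 22.2 CPM and quartiles of 7.11 and 57.5 CPM. The most abundant gene took 4.57% to 5.39% of the counts of a library, and the 10 most abundant genes took 12.3% to 14.1%. In each lamb, 508 to 556 genes held 50% of the counts. CPM divides by the library total, so that a gene's CPM also depends on these abundant genes. The scaling factors by the trimmed mean of M-values (TMM), which correct for this, were 0.954, 0.919 and 0.956 for the 3 d5 lambs when set with the d10 RE libraries of the same series. CPM is not divided by gene length, so that it compares a gene between lambs and not different genes within a lamb.
The spread between lambs depended on the level of expression. The median SD of log2 CPM between the 3 lambs was 0.46 for the 1007 genes with a mean of 1 to 2 CPM, 0.16 for the 2477 genes with 16 to 32 CPM and 0.12 for the 1730 genes with 64 to 128 CPM. Counting error alone gives an SD of 0.32, 0.079 and 0.041 at the median counts of these groups of genes. These are computed from the count, while the observed values are medians of SDs from 3 lambs, so that they compare only roughly. Over the 13673 genes the median SD was 0.18, and 301 genes (2.2%) had an SD above 1, which is a factor of 2 in CPM.

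**Figure D1:**
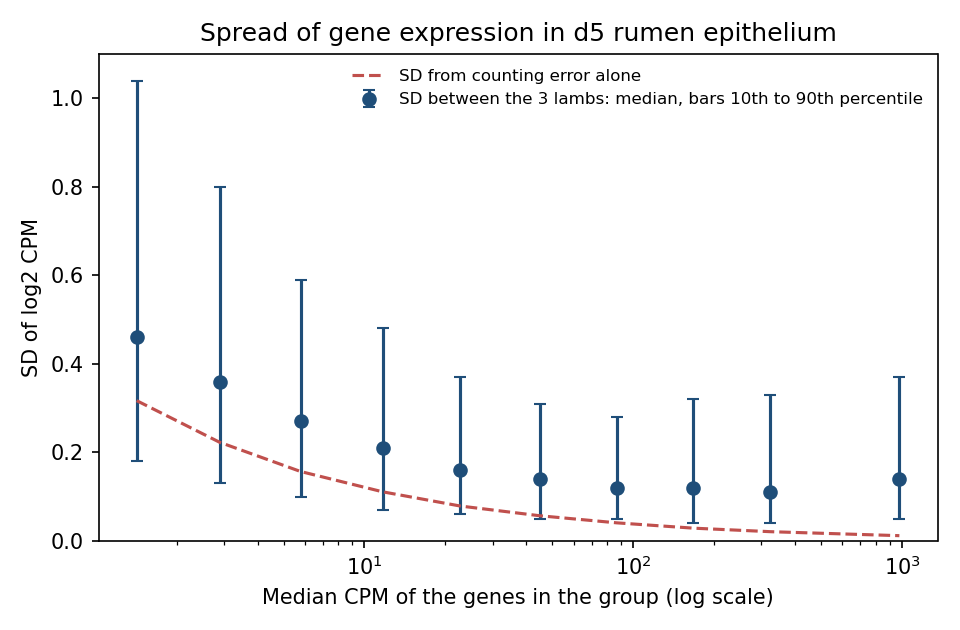
SD of log2 CPM between the 3 lambs at d5 (vertical axis) against the median CPM of groups of genes (horizontal axis, log scale). Points are the median SD of the genes in a group, bars run from the 10th to the 90th percentile of these genes, and the dashed line is the SD that counting error alone gives at the median count; the median SD falls from 0.46 in the lowest group to 0.11 in the group with 256 to 512 CPM.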

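The Hippo kinases STE20-like kinases MST1 and MST2 are listed in the RefSeq sheep gene table (assembly ARS-UI_Ramb_v3.0) under their other symbols, *STK4* and *STK3*, and the YAP1 paralog TAZ under *WWTR1*. The table has no gene with the symbol *MST2* or *TAZ*, while the symbol *MST1* belongs to a separate gene from *STK4*. Ankyrin repeat domain 29 is listed as *ANKRD29*, apart from *ANKRD1*, another gene of the ankyrin repeat family and a widely used YAP1 target. By these full names, each of the 30 genes whose expression was read from RNA sequencing has 1 entry. *YAP1* is the next protein-coding gene after *BIRC3* and has *CFAP300* on its other side. *BIRC2* and *BIRC3*, paralogs that encode inhibitors of apoptosis, follow each other with 0 genes between them, and 3 pseudogenes lie between *BIRC3* and *YAP1*. In the same table *LATS2* lies between *SAP18* and *XPO4*, *LATS1* between *KATNA1* and *NUP43*, *SAV1* between *ATL1* and *NIN*, *WWTR1* between *COMMD2* and *TM4SF4*, and *CCND2* between *TIGAR* and *PARP11*.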

The expressions of the Hippo kinases, their associated modulators, and downstream genes, including *MST1*/*2*, *SAV1*, *LATS1*/*2*, *MOB1A*/*B*, *YAP1*, *TAZ*, *TEAD1*/*3*/*4*, ankyrin repeat domain 29 (*ANKRD*), *AREG*, *AXIN1*/*2*, *BIRC2*/*3*/*5*, *CCND1*-*3*, *FOSL1*, *GLI2*, *ITGB2*, *MYC*, *NKD1*, SMAD family member 7 (*SMAD7*), snail family transcriptional repressor 2 (*SNAI2*), and *SOX2*, were obtained from the RNA sequencing data.

### Quantitative PCR analysis

For quantitative PCR (qPCR) analysis, total RNA was extracted from the RE samples using a total RNA extraction kit (Aidllab, Beijing, China) following the instructions. The concentration and purity of the extracted RNA was measured with a Nanodrop 2000 (Thermo Scientific, Wilmington, USA). A ReverTra Ace qPCR RT Kit (Toyobo, Osaka, Japan) was used to perform the reverse transcription. For each reaction, 1 μg total RNA were used in 20 μL total reaction volume according to the instruction. 

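For qPCR, 25 primer pairs for Hippo signaling pathway related genes, with products of 115 to 437 bp, are listed with a transcript record each; the pair for *GAPDH* is listed with a publication. Of these records, 21 were found in the RefSeq sheep gene table (assembly ARS-UI_Ramb_v3.0) when the version of the record was ignored, and the records for *TEAD1*, *TEAD3*, *AXIN1* and *AXIN2* were not matched. The record for *MST2* is a transcript of *STK3*, the gene of the kinase MST2. The record for *TAZ* is a transcript of *TAFAZZIN*, which encodes a mitochondrial acyltransferase of cardiolipin; *WWTR1* has its own entry in the table. The other records, among them those for the kinase genes *LATS1* and *LATS2*, their partners *SAV1*, *MOB1A* and *MOB1B*, the coactivator *YAP1* and the downstream genes *BIRC2*, *BIRC3*, *BIRC5*, *CCND2*, *CCND3* and *MYC*, are transcripts of the genes they are listed for, so that 20 of the 21 matched records carry the gene meant by the full name. Of the 30 genes read from RNA sequencing, 5 (*MST1*, *TEAD4*, *ANKRD29*, *CCND1* and *FOSL1*) have no primer pair.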

Primers used in the present study were designed using the Primer-BLAST tool in the Basic Local Alignment Search Tool (BLAST) of the National Center for Biotechnology Information (NCBI) (Table 2). The amplification products were sequenced and searched using BLAST to validate the specificity of these primers. The qPCR was performed with a 20 μl reaction volume using FastStart Universal SYBR Green Master (Roche, Basel, Switzerland) on the ABI 7500 Real-Time PCR system (Applied Biosystems Inc., Foster City, CA, USA). The relative mRNA expression levels were normalized to the expression of *GAPDH* [50] using 2^−(Ct of target genes−Ct of*GAPDH*)^.

**Table 2:** Information of the primers used for gene expression validation

Target genes	Primer sequence, from 5' to 3'	Source	Product size (bp)
*MST2*	F: TGTGTGGCTGACATCTGGTC R: GTCCAGCTCATCCTCATCCG	XM_027973186.1	369
*SAV1*	F: CTTCCTCCAGGATGGGAACG R: TGCAGGTACCAGAAGGGACT	XM_004010517.4	183
*LATS1*	F: CTTGGATACCACAGCCCGTT R: TGGTGTAGCAGATGCTTGGG	NM_001306113.1	130
*LATS2*	F: GCTCCCCTTTGCTAACGAGT R: GAACGATCTGCTCCTTGCCT	XM_015098193.2	200
*MOB1A*	F: GCACTGAAGCAAGCTGTCCA R: AGGTGCCAACTCACGCCTAT	XM_004006087.4	374
*MOB1B*	F: GCTTCTTGTTTGGGAGTCGC R: CCAACTGGTCCTGAACCCAA	XM_015096546.2	375
*YAP1*	F: GAGATCCCTGACGATGTGCC R: TCATGGCAAAACGAGGGTCA	XM_015100723.2	313
*TAZ*	F: TCGCCTGATCGCTGAATGTC R: CGCATCTCCACTGCTGACTT	XM_004022254.4	198
*TEAD1*	F: CAGTCACCTGCTCCACCAAA R: CCCCTGCATGGTGAGGTTTA	XM_027979380.1	437
*TEAD3*	F: GGACATCAAGCCCTTTGCAC R: GGGGCCCTTTCTCATAGAGC	XM_027958367.1	344
*AREG*	F: GCACATTTTTAGAGCAACTGGA R: GATAAATCACTGTCGACCATGC	XM_012180164.3	115
*AXIN1*	F: GAGAGTTCAGGTGTGGACCG R: GCGGACTTCCTTTGGCATTC	XM_027961205.1	278
*AXIN2*	F: TTGAGAAACGGGACCACTCG R: ATCCATCGACAGGACCTCCA	XM_027973983.1	353
*BIRC2*	F: CTCTCTTTCAACAGTTGACGTG R: AAGATGTTGGCAGCACTATTTC	XM_012095319.3	172
*BIRC3*	F: TCACAGTGATGATGTGAAATGC R: GGCTTGAACTCGACTAATGAAC	XM_012095320.3	154
*BIRC5*	F: ACCGCGTCTCCACGTTTAAG R: AAACACTGAGCCAAGTCGGG	XM_004013098.3	124
*CCND2*	F: GCTGAGAAGTTGTGCATTTACA R: GATGTGTTCGATGAAGTCATGG	NM_001127290.1	132
*CCND3*	F: CGCGCCTCTTACTTCCAGTG R: GGGAGACAGAATGGTCGGTG	NM_001127289.1	280
*GLI2*	F: AAGGCAGGGATGCAGAACTC R: GCAAGGGATGTCAGAGGCTT	XM_027964829.2	303
*ITGB2*	F: GATCAACGTCCCGATCACCT R: CACTCGCAGTTCTTCCCGAT	NM_001009485.1	237
*MYC*	F: CAATGAAAAAGCCCCCAAAGTA R: TTTGAGTTTCAACTGTTCTCGC	NM_001009426.1	133
*NKD1*	F: TGGACCTTCACCCTGTACGA R: AGGACGATGCCCTTTTTGCT	XM_027977825.1	188
*SMAD7*	F: ACCGTGTAAATGGGGAGCAG R: AATGTCCGAGAAGGGGCAAG	XM_012103894.3	269
*SNAI2*	F: TGATTATCTCCCCGTGTCTCTA R: CTTTCTTCTTCGTCGCTAATGG	NM_001126342.1	256
*SOX2*	F: GTCCTATTCTCAGCAGGGCA R: CTGGGACATGTGAAGTCTGCT	NM_001318074.1	214
*GAPDH*	F: GGGTCATCATCTCTGCACCT R: GGTCATAAGTCCCTCCACGA	Wang et al., 2009	176

### Transcriptomic gene expression and rumen development variables in the rumen epithelium of d10-45 lambs

The normalized mRNA expressions of the Hippo signaling pathway members and the downstream *TEAD1*/*3*/*4*, *BIRC3*/*5*, *MYC*, and *SNAI2* in the RE of pre- (d10 and d38) and postweaning (d45) lambs were obtained at Sequence Read Archive with the access number PRJNA540396 [51]. The corresponding rumen development parameters including rumen weight, rumen papillae length and width from the ventral sac, right side, and left side were obtained from our previous study [28].

### Isolation and culture of primary rumen epithelial cells

The RE tissues were obtained from newborn male Hu lambs immediately after they were sacrificed and then transported to the laboratory in ice-cold DMEM. The isolation and culture method of primary RE cells was performed according to Klotz et al. [52] and Yang et al. [53] with some modifications. In brief, the RE tissues were cut into pieces (1 cm^2^) and washed with ice-cold D-Hank’s balanced salt solution containing 500 U/ml penicillin, 500 μg/ml streptomycin, 100 μg/ml gentamycin, and 5 μg/ml amphotericin B for several times until the solution was free of any contaminants. Then, the tissues were pre-digested with a 0.25% trypsin–EDTA solution (Solarbio, Beijing, China) at 37 °C in a shaking warm-air bath for 30 min. Afterward, the digestion solution was discarded to remove the cornified cells. Subsequently, the tissues were digested with a 0.25% trypsin–EDTA solution for 1.5 to 2 h. Every 10 min, the digestion solution was harvested and replaced with fresh solution. The FBS (Gibco, USA) was used to stop the trypsinization process after cell harvest. The harvested solution was centrifuged at 300 × g for 5 min at 4 °C, and the digested solution was removed from the cell pellets. The cells were suspended in DMEM and filtered using a 150-μm nylon mesh. Cell pellets were resuspended in DMEM containing 2% FBS, 50 U/ml penicillin, 50 μg/ml streptomycin, and 1% mixed additive (including 25 ng/ml epidermal growth factor, 100 ng/ml hydrocortisone, 10 μg/ml insulin, 5 μg/ml transferrin, 87 ng/ml cholera toxin, and 1.3 × 10^–2^ ng/ml triiodothyronine). The cells were then cultured at 37 °C with 5% CO_2_. After incubating for 1 h, the unattached cells were removed by discarding the supernatant and replacing it with fresh medium.

### In vitrorumen epithelial cell experiment and cell proliferation analysis

To determine the effects of resveratrol on RE cell proliferation, resveratrol (Shanghai yuanye Bio-Technology Co., Ltd, China) was diluted with DMSO to different concentrations, including 0, 12.5, 25, 50, 100, and 200 µmol/L. To screen the concentration of verteporfin for disrupting the Hippo signaling pathway, verteporfin (TOPSCIENCE, Shanghai, China) was diluted with DMSO to achieve concentrations of 0, 0.1, 0.5, and 2.5 µmol/L. The final concentration of DMSO was less than 0.2% (v/v), which had no effect on RE cell proliferation (Additional file 1). The RE cells were cultured in 96-well plates with 2,000 cells per well. Cells were treated with different concentrations of resveratrol/verteporfin for 24 h. Cell proliferation assays were conducted using the Cell Counting Kit-8 (Beyotime, Shanghai, China). The cells were counted in tuplicate wells, and the growth curves of the mean absorbance at 450 nm were plotted. The concentration of resveratrol for promoting RE cell proliferation and the concentration of verteporfin for inhibiting RE cell proliferation were selected.

The following cell experiment consisted three groups as follows: the control group (CON) that treated with 0.2% DMSO; the resveratrol group (RES) that treated with the selected concentration of resveratrol; and the resveratrol plus verteporfin group (RES + VP) that treated with the selected concentrations of resveratrol and verteporfin. Cells were seeded in 6-well plates with 2,000 cells/100 µL. The cell experiment was performed in triplicate wells. After being treated for 24 h, the cells were harvested and stored at − 80 °C for gene expression analysis.

### Statistical analysis

Data analysis was performed using SPSS 20.0 (SPSS, Inc., Chicago, IL, United States). Gene expressions obtained from transcriptomic data and qPCR analysis were analyzed using the Kruskal–Wallis signed rank test. A significant change was observed with *P*-value ≤ 0.05, and a trend was observed with 0.05 < *P*-value ≤ 0.10. The correlation between gene expressions to rumen development variables were performed using Spearman’s rank correlation. The results were plotted using R software (version 3.3.0) with the package “corrplot” package.

### Supplementary Information

Additional File 1: Effects of DMSO on rumen epithelial proliferation.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

RE: Rumen epithelium
*MST1*/*2*: STe20-like kinase 1/2
*LATS1*/*2*: Large tumor suppressor kinase 1/2
*YAP1*: Yes1-associated transcriptional regulator
*SAV1*: Salvador family WW domain-containing protein 1
*MOB1A*/*B*: MOB kinase activator 1A/B
*BIRC1*/*3*/*5*: Baculoviral IAP repeat containing 1/3/5
*TEAD1*/*3*/*4*: TEA domain transcription factor 1/3/4
*AXIN1*: Axin 1
*MYC*: MYC proto-oncogene
*AREG*: Amphiregulin
*FOSL1*: FOS-like antigen 1
*ITGB2*: Integrin subunit beta 2
*CCND3*: Cyclin D 3
*GLI2*: GLI family zinc finger 2
*NKD1*: Naked cuticle homolog 1
*SOX2*: SRY-box transcription factor 2

How the deposited data were processed for this re-analysis (not part of the article)

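The data are RNA sequencing counts of the epithelium of the 4 stomach chambers (rumen, reticulum, omasum and abomasum) of lambs at d5 and d10, with 3 libraries for each of the 8 groups of chamber and age and 24 libraries in all. Of these, the paper uses the 3 rumen libraries of d5. The d15 and d25 libraries of the rumen, the tissues of the older lambs and the cultured cells were not analysed here. Chamber, age and replicate number were taken from the labels.

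The authors deposited raw counts per gene, not normalized, in 1 table. The submitters' processing notes name CASAVA 1.8 and TopHat2 2.0.13; the counting program, genome build, annotation, strand setting and filters are not given in the sources used here. The table lists 27054 Ensembl sheep gene identifiers, with 0 duplicates. It gives no symbols, and 0 of the identifiers matched the RefSeq sheep gene table (35057 genes, assembly ARS-UI_Ramb_v3.0). The files do not pair identifiers with names, so that the analyses set before the data were examined for the 30 Hippo signaling pathway related genes, for the correlation with qPCR and for lists of genes by function were not run. The RefSeq table was used for symbols, for neighbouring genes and for the transcript records of the primers; none of its coordinates are given.

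Total counts ranged from 13041697 to 19650121 per library. At this depth 1 count is 0.0509 to 0.0767 CPM. All 24 pairs of libraries of the same group differed by more than the sampling noise, with a chi-square per degree of freedom of 20.2 to 745. Separate lambs are bound to exceed counting error, so that these values only describe the spread. Each library was counted as 1 replicate by its label. CPM was computed over the library total. The SD of log2 CPM was taken over the 3 d5 rumen libraries for genes with a count in each.

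Differences were tested with edgeR 4.0.16 (TMM, the filter filterByExpr, quasi-likelihood test, two-sided) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F. Age was tested within the 6 libraries of a chamber. Chambers, averaged over both ages, and the difference of the age effect between chambers were tested in a fit of all 24 libraries. In simulated counts, 200 genes with a mean count of at least 50 were changed, and the recovery hereafter holds for such genes only. It also holds only for 200 changed genes, fewer than the 1430 called for age in the rumen. The test recovered 98% of the 4-fold and 49% of the 2-fold changes for age in the rumen. It recovered 72% and 5% in the reticulum, 55% and 1% in the omasum, and 21% and 0% in the abomasum. For the difference of the age effect between omasum and rumen it recovered 34% and 1%, and for rumen against reticulum 92% and 49%.

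Alternatives were the size factors of DESeq2 within edgeR, DESeq2 1.42.0, limma-voom (limma 3.58.1), no filter on low counts, at least 10 counts in every library compared, robust estimation, a minimum log2 fold change of 1, leaving out each library in turn, the replicate number as a block, and a fit of more or fewer chambers. They were set before the data were examined, apart from the fits without omasum d5 libraries 1 and 2 and the alternatives for the number of genes detected at d5, which were added after seeing the data. Same-numbered libraries were compared through the correlation of their deviations from the group means of log2 CPM. For rumen and reticulum of the same age, all 6 same-numbered pairs were over 0.1 (0.15 to 0.352). These numbers were taken to pair the libraries, from the data alone. The pairing is an assumption, since values over 0.1 also arose where no lamb was shared. Of 3 same-numbered rumen pairs of d5 with d10, 1 was over 0.1 (0.179). Of 72 pairs of different chambers with the same age and different numbers, 6 were over 0.1 (highest 0.398). The other chambers were not taken as paired. For rumen and abomasum 1 of 6 same-numbered pairs was over 0.1, and for rumen and omasum 4 of 6. The rumen and omasum pairs were at 0.317, 0.322 and 0.222 at d10, and at 0.265, 0.006 and 0.055 at d5. The d10 libraries of rumen and omasum may thus be paired, and no labels were exchanged within them. The rule for genes to name, set before the data were examined, took those named in the paper and those with the largest changes among genes past the threshold. For age in the rumen these had a mean of at least 5 CPM and no overlap between the groups. The rule counts genes known only by an identifier without naming them; as an exception made after their values were seen, the 2 genes with the largest changes in each direction by these criteria are given by identifier.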

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

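The tests on abomasal genes and on the fit of all libraries, and the splits for age within each chamber, for rumen against reticulum, exchanges within pairs included, and for the age effect in omasum against rumen, were written down only after the results they concern had been seen.

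The paper does not report the d10 rumen libraries of this series. Between d5 and d10, 1430 of 14536 genes changed in the rumen epithelium (edgeR, adjusted p under 0.05), 755 of them higher and 675 lower at d10, with 3 lambs at each age. The count was 187 (125 higher, 62 lower), 205 (142 and 63) and 316 (206 and 110) without d5 lamb 1, 2 or 3, and 301 (194 and 107) without d10 lamb 1. It was 1685 (831 and 854) and 1228 (711 and 517) without d10 lamb 2 or 3, so that the share of genes that rose, 52.8% with all 6 lambs, ran from 49.3% to 69.3%. None of the other splits of the 6 libraries gave a call (highest other 0), but 10 splits, of which 1 was as large as the real one, are too few for a share under 0.05. In a fit of all 24 libraries the count was 281 (212 higher, 69 lower), of which 264 were also called in the rumen alone, all in the same direction. The fold changes were not smaller in that fit. Gene by gene, the log2 fold changes of the 1430 genes had a median of 99.7% of those in the rumen alone (quartiles 98.9% and 101.2%). Both fits take these changes from the same 6 rumen libraries, so that they could hardly differ. Spread of the other chambers entering the shared estimate may account for part of the gap: 95.9% of the genes tested in both had a larger dispersion in the fit of all libraries, and 630 genes were called in a fit, chosen after seeing the data, without the abomasum and without omasum d5 libraries 1 and 2.

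Libraries 1 and 2 of the omasum at d5 held transcripts of the abomasum. A set of 27 genes (at least 100 CPM in every abomasum library and, in every rumen library, at most 1% of the lowest abomasum value) had a median of 6.61% of the abomasum level in library 1 and 60.7% in library 2, against 0.0661% or less in the 4 other omasum libraries, and each of the 27 genes was higher in both than in any of those 4. An effect of age is argued against by library 3 of the same age, at 0.0661%, and an abomasum library carrying the label of library 2 by 39 genes set apart in the rumen in the same way, whose median there was 4.73% of the omasum level, against 0.123% in the highest abomasum library. Omasum tissue mixed with abomasum may account for both libraries. In library 2 the abomasum part was the larger: the 27 genes took 32.1% of its counts, against 21.3% to 46.3% in the abomasum libraries, and across genes its Pearson r was 0.93 with the mean of the abomasum and 0.882 with that of the other omasum libraries. An abomasum sample with some omasum carried into it is such a mixture too and stays open. Which step brought the tissues together was not tested.

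A far smaller signal of the same 27 genes was seen in the d5 libraries numbered 3 of rumen, reticulum and omasum, whose CPM summed over the 27 genes was 0.0668% to 0.0838% of the sum in the abomasum, against 0.00565% to 0.0321% in the 13 other libraries of these chambers. By the median over genes, as used for the omasum, the 3 libraries were at 0.0661% to 0.0784%, and the highest of the others, reticulum d10 library 3, was nearer at 0.0468%. Depth is argued against, since the shallowest of the 3 ranked 11 of 16 by total count, and so is age, since the sums of the other d5 libraries of rumen and reticulum were at 0.0226% or less. In each of the 3 libraries the genes ranked as in the d5 abomasum (Spearman's rho across the 27 genes, lowest 0.81); rho in the 13 other libraries ran from 0.02 to 0.70, so that the ranking is not confined to the 3, and abomasal RNA or reads carried into these libraries may be the source. Tissue, RNA and reads cannot be separated by these counts. One of them, d5 rumen lamb 3, is among the libraries of Fig. 1A.

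The change from d5 to d10 in the omasum differed from that in the rumen for 48 genes (edgeR interaction test in all 24 libraries). Of these, 43 had a lower and 5 a higher change in the omasum. In 25 splits 1 was as large, the real one. The highest other gave 37 and kept omasum d5 libraries 1 and 2 together. As both libraries with abomasal transcripts are of d5, the splits cannot separate an effect of age from these transcripts. The count was 0 without omasum d5 libraries 1 and 2, 1 without library 2 alone or without any one of the d10 omasum libraries, 201 without omasum d5 library 3, and 1 to 13 without any one of the 6 rumen libraries. In the abomasum 6 genes differed from the rumen, and chance was not excluded, as 4 of 25 splits were as large; the highest other split, with 650 genes, kept the ages of the rumen libraries and exchanged abomasum d5 library 1 with d10 library 1, which points to a structure of the abomasum libraries that was not tested further. That count ran from 1 to 35 as single libraries were left out: 1 without rumen d5 library 1, rumen d10 library 1 or abomasum d10 libraries 2 or 3, 2 without rumen d5 library 2, 3 without rumen d5 library 3, 4 without rumen d10 library 3, 11 without rumen d10 library 2, 19 without abomasum d10 library 1 and 35 without abomasum d5 library 1.

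The other chambers are not reported in the paper. Averaged over both ages, 1209 genes differed between rumen and reticulum (408 higher in the rumen), 2443 between rumen and omasum (676 higher in the rumen) and 9044 between rumen and abomasum (4535 higher in the rumen), by edgeR in all 24 libraries. In 25 splits of the libraries within each age, 1 was as large in each comparison, the real one, so that chance is excluded at 0.05 where libraries are free to move; the highest other splits gave 3, 0 and 2815 genes. As same-numbered rumen and reticulum libraries deviated together, their labels were also exchanged within the 6 pairs, which was not done for the omasum. Of these 32 splits, each of which parts all 6 pairs, 1 was as large, the real one, and the highest other gave 308 genes when only the pair of d5 libraries 1 was exchanged; with age and number together as a block, which holds each pair, the real split gave 1147 and the highest other 138. Without omasum d5 libraries 1 and 2, a choice made after seeing the data, 821 genes differed between rumen and omasum. Rumen against reticulum fell to 743, 793 and 669 without rumen d5 library 1, 2 or 3 (198, 227 and 153 of them higher in the rumen), 707 and 680 without rumen d10 library 1 or 3 (188 and 182), and 698 without reticulum d10 library 2 (192). The genes higher in the rumen also fell, to 163, 228 and 243, without reticulum d5 library 1 or 3 or d10 library 3, so that their number rests on single libraries. Of the genes called, 74 were higher and 635 lower in the rumen at a minimum log2 fold change of 1, and 536 and 619 in limma-voom. The numbers were 219 and 519 with at least 10 counts, 652 and 1295 in DESeq2, and 863 and 1224 in the fit of the 12 libraries. Against the omasum, 441 genes were higher in the rumen without rumen d5 library 3, and 258 at a minimum log2 fold change of 1. With at least 10 counts 398 genes were higher in the rumen, and in the fit of the 12 libraries of both chambers 1212. Of all settings, the fit without omasum d5 libraries 1 and 2 gave the fewest genes higher in the rumen than in the omasum. That fit leaves 1 omasum library at d5. Whether the 676 genes rest in part on the libraries with abomasal transcripts thus cannot be told from that fit. Leaving out omasum d5 library 1, 2 or 3 alone gave 520, 585 and 979 genes higher in the rumen. Leaving out omasum d10 library 1, 2 or 3, which had far fewer of these transcripts, gave 452, 491 and 547.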

How the results depend on the processing

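Counts of changed genes are given at an adjusted p under 0.05, and the cause of a change was not tested unless stated. The fits without omasum d5 libraries 1 and 2, and the alternatives for genes detected, were chosen after seeing the data; these fits leave 1 omasum library at d5, which is assumed to vary like the other groups. The planned analyses of the Hippo signaling pathway related genes, the correlation with qPCR and the gene lists were not run, as the files do not pair identifiers with names. Of 205 alternative counts, 136 lay within 1.5 times of the reported count. These include many counts of 0 set against a reported 0, where no ratio exists, so that the tally says little about stability there. For age in the rumen (1430), DESeq2 gave 2480, a minimum log2 fold change of 1 gave 693, the fit of all 24 libraries 281, all but omasum d5 libraries 1 and 2 gave 370, and the forestomach without these gave 630. For age in the reticulum edgeR gave 0 (1092 at an unadjusted p under 0.05), limma-voom 0, DESeq2 149, no filter 13, all 24 libraries 14, all but omasum d5 libraries 1 and 2 gave 34 and the forestomach without these 39. For age in the omasum edgeR gave 0 (1111 unadjusted), limma-voom 0, DESeq2 156, all 24 libraries 165, all but omasum d5 libraries 1 and 2 gave 0 and the forestomach without these 1. For age in the abomasum edgeR gave 0 (805 unadjusted), limma-voom 0, DESeq2 124, no filter 10, at least 10 counts 4, all 24 libraries 95 and all but omasum d5 libraries 1 and 2 gave 122. For the age effect against the rumen, edgeR gave 0 in the reticulum (371 unadjusted), limma-voom 0 and DESeq2 6. In the omasum (48), limma-voom gave 13, DESeq2 291, at least 10 counts 17 and all but omasum d5 libraries 1 and 2 gave 0. In the abomasum (6), no filter gave 3, DESeq2 192, the 12 libraries of both chambers 0 and all but omasum d5 libraries 1 and 2 gave 18. For rumen against reticulum (1209), a minimum log2 fold change of 1 gave 709, DESeq2 1947, the 12 libraries 2087 and at least 10 counts 738. Rumen against omasum (2443) gave 1466 with at least 10 counts and 821 in all but omasum d5 libraries 1 and 2, and rumen against abomasum (9044) gave 5573 with a minimum log2 fold change of 1. The minimum fold lowers a count by construction.

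Leaving out single libraries gave 187 to 1685 genes for age in the rumen, 0 to 11 in the reticulum (2, 10 and 11 without d10 library 1, 2 or 3), 0 in the omasum and 0 in the abomasum, 0 for the age effect in reticulum against rumen, 1 to 201 in omasum and 1 to 35 in abomasum, 669 to 1295 for rumen against reticulum, 1885 to 3065 against omasum and 8436 to 9235 against abomasum. The genes detected in d5 rumen numbered 13183 to 13297 without any one lamb.

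With the replicate number as a block (for the age effect and the chambers, the number within each age, as if 1 lamb gave all 4 chambers), age gave 1242 genes in the rumen, 6 in the reticulum, 0 in the omasum and 0 in the abomasum, although lambs of d5 and d10 are different animals and same-numbered rumen libraries had correlations of only 0.041 to 0.179; 992 of the rumen calls were shared. The age effect gave 0 in reticulum, 35 in omasum and 19 in abomasum. Rumen against reticulum, the comparison in which the numbers were taken to pair the libraries, gave 1147, against omasum 2419 and against abomasum 9109. The blocked fit moved only the count for the age effect in the abomasum by over 1.5 times, and that for age in the reticulum from 0 to 6.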

Differences from the paper's values

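The paper's values at d5 are for named genes, and none of them was computed here. The paper lists the primers for *TAZ*, which it names as the WW domain-containing transcription regulator, with a transcript record that the RefSeq sheep gene table gives to *TAFAZZIN*; *WWTR1* is a separate entry. For 20 of the 21 matched primer records, the gene in the table was the one the paper names. The paper states that the amplification products were sequenced and searched for specificity; those sequences were not used here.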

Other observations

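The tests of direction across chambers were chosen after the rumen result had been seen.

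Genes past the threshold in the rumen epithelium, with a mean of at least 5 CPM and no overlap between d5 and d10, were ranked by change. The 2 genes at the top in each direction went from near absence to clear expression or the reverse. This did not hold for all genes further down. ENSOARG00000012585 had 1 count over the 3 d5 lambs and 542, 620 and 826 counts in the d10 lambs, a ratio of 1750 on the CPM scale with an exact 95% counting interval of 314 to 69100 (log2 fold change 10.20, standard error 0.43, adjusted p = 0.000319 from edgeR). ENSOARG00000002846 had 4, 1 and 7 counts at d5 and 644, 823 and 1210 at d10 (log2 fold change 7.41, standard error 0.40, adjusted p = 0.000971 from edgeR). Both passed the threshold in all 16 settings in which they were tested. The setting with at least 10 counts in every library did not test these genes or the 2 that fell, as each had lower counts in some library. ENSOARG00000001843 had 1029, 70 and 44 counts at d5 and 1, 4 and 0 at d10 (log2 fold change -8.00, standard error 1.69, adjusted p = 0.0318 from edgeR, up to 0.144 over the settings, 10 of 16 of which passed). Its log2 fold change ran from -9.41 to -5.43, the smallest in size without d5 lamb 1, and it missed the threshold without d5 lamb 2 or without any one of the d10 lambs (adjusted p = 0.0578, 0.113, 0.054 and 0.0669 from edgeR). ENSOARG00000007128 had 395, 73 and 676 counts at d5 and 0, 8 and 0 at d10 (log2 fold change -7.40, standard error 1.10, adjusted p = 0.0136 from edgeR, up to 0.0552 over the settings, 13 of 16 of which passed). Its log2 fold change ran from -11.63 without d10 lamb 2 to -6.71 without d5 lamb 3, and it missed the threshold without d5 lamb 1 or d10 lamb 1 (adjusted p = 0.0517 and 0.0523 from edgeR). Of the 755 genes that rose and the 675 that fell, 431 and 262 had a fitted change of at least 2-fold. Of all 14536 genes tested, 34.7% had no overlap between the 2 ages in TMM-scaled CPM, where chance gives 10%; in plain CPM, which is shifted between the ages by the scaling, the share was 39.2%.

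The rumen shared its counts among more genes at d10. The 10 most abundant genes took 12.3% to 14.1% of the counts at d5 and 6.86% to 9.75% at d10, and 508 to 556 genes held 50% of the counts at d5 against 723 to 757 at d10. The ages overlapped in the reticulum and the abomasum: 415 to 605 genes held 50% of the counts in the reticulum at d5 and 437 to 647 at d10, and in the abomasum 12 to 285 and 129 to 159. In the omasum it was 140 to 525 genes at d5, the 140 being that of library 2, and 550 to 848 at d10.

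The common biological coefficient of variation between lambs in edgeR was 22.4% in the rumen, 36.2% in the reticulum, 38.3% in the omasum and 43.8% in the abomasum. Without omasum d5 libraries 1 and 2, a choice made after seeing the data, it was 25.9% in the omasum. Over the 3 d10 libraries alone it was 23.4% in the omasum and 23.5% in the rumen, against 35.1% in the reticulum and 36.8% in the abomasum. Over the 3 d5 libraries alone it was 18% in the rumen, 31% in the reticulum, 44% in the omasum and 43% in the abomasum. The omasum value at d5 includes libraries 1 and 2. Within the 6 libraries of each of the other 3 chambers edgeR called 0 genes with age, with 1092, 1111 and 805 genes at an unadjusted p under 0.05 in reticulum, omasum and abomasum, limma-voom called 0 and DESeq2 called 149, 156 and 124. Other edgeR fits did call genes: the fit of all 24 libraries called 14, 165 and 95, and without the filter 13 were called in the reticulum and 10 in the abomasum. The 165 genes of the omasum came from a fit that held its d5 libraries 1 and 2, with their abomasal transcripts. Splits of the 6 libraries say nothing about chance in these chambers, since with a real count of 0 all 10 splits are as large whatever they give; the highest others gave 629 in the reticulum, 0 in the omasum and 0 in the abomasum. The 629 genes came from setting reticulum d5 libraries 1 and 3 and d10 library 3 against the other 3, which points to a structure of these libraries other than age. Across genes, those 3 libraries had a Pearson r of 0.958, 0.963 and 0.967 with the mean of the rumen and 0.947, 0.957 and 0.944 with the mean of the omasum, while reticulum d5 library 2 and d10 libraries 1 and 2 had 0.961, 0.953 and 0.946 with the rumen and 0.975, 0.971 and 0.972 with the omasum. The difference of the age effect between reticulum and rumen was called for 0 genes by edgeR (371 at an unadjusted p under 0.05) and 6 by DESeq2; here too the real count of 0 makes all 25 splits as large, and the highest other gave 143 genes with the same 3 reticulum libraries set apart.

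A hypothesis was that the other chambers change with age in the direction seen in the rumen. Of the 1430 rumen genes, 1339 were measured in the reticulum and 94% of them went the same way there, more than under any other assignment of the 6 reticulum libraries to the ages (20 assignments, highest other 88%). That is a one-sided exact permutation p of 0.05, the smallest that 3 against 3 allows. In the omasum 59.9% and in the abomasum 68.1% went the same way, with 2 of 20 assignments as large in each and highest others of 62.8% and 68.5%. The omasum share includes d5 libraries 1 and 2, which held abomasal transcripts; without them, a choice made after seeing the data, it was 63.1%, from a single d5 library and 4 assignments (highest other 53.1%). With all 6 libraries of the omasum or the abomasum, a wrong assignment thus gave a larger share than the ages did, and chance is not excluded. In the reticulum 20 assignments are too few for a share under 0.05, and same-numbered rumen and reticulum libraries deviated together, so that lambs that gave both tissues could also yield such a share. The reticulum libraries also held a structure other than age, with 629 genes that set d5 libraries 1 and 3 and d10 library 3 apart. Whether this structure moved the share of 94% was not tested.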
